# *Sox7* is dispensable for primitive endoderm differentiation from mouse ES cells

**DOI:** 10.1186/s12861-015-0079-4

**Published:** 2015-10-16

**Authors:** Masaki Kinoshita, Daisuke Shimosato, Mariko Yamane, Hitoshi Niwa

**Keywords:** ES cells, XEN cells, primitive endoderm, Sox7

## Abstract

**Background:**

Primitive endoderm is a cell lineage segregated from the epiblast in the blastocyst and gives rise to parietal and visceral endoderm. *Sox7* is a member of the SoxF gene family that is specifically expressed in primitive endoderm in the late blastocyst, although its function in this cell lineage remains unclear.

**Results:**

Here we characterize the function of *Sox7* in primitive endoderm differentiation using mouse embryonic stem (ES) cells as a model system. We show that ectopic expression of *Sox7* in ES cells has a marginal effect on triggering differentiation into primitive endoderm-like cells. We also show that targeted disruption of *Sox7* in ES cells does not affect differentiation into primitive endoderm cells in embryoid body formation as well as by forced expression of *Gata6*.

**Conclusions:**

These data indicate that *Sox7* function is supplementary and not essential for this differentiation from ES cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12861-015-0079-4) contains supplementary material, which is available to authorized users.

## Background

Mouse blastocysts at E4.5 consist of three cell types: epiblast, primitive endoderm and trophectoderm. The epiblast is composed of pluripotent cells that give rise to all embryonic lineages in later developmental stages [1]. In contrast, both primitive endoderm and trophectoderm form extra-embryonic parts such as the yolk sac and placenta, respectively. Primitive endoderm differentiates into two types of endoderm after implantation. One is the parietal endoderm (PE) that migrates along the mural trophectoderm and covers its inner surface to form the Reichert membrane. The other is the visceral endoderm (VE) that covers the outer surface of epiblast and extraembryonic ectoderm derived from trophectoderm. PE cells show mesenchymal cell-like characteristics such as stellate morphology, weak cell adhesion and rapid migration ability. In contrast, VE cells show typical epithelial morphology with tight cell adhesion.

Transcription factors (TFs) have pivotal roles in determining cell fates in developmental processes. In pre-implantation embryos, the Gata family zinc-finger transcription factor, Gata6, appears to be the primary TF that determines primitive endoderm fate as it is expressed at the earliest time point (E2.5) [2] among the primitive endoderm-specific TFs, and *Gata6*-null embryos fail to form functional visceral endoderm [3]. In addition, recent reports showed that *Gata6* deficient blastocyst-stage embryos fail to form primitive endoderm before implantation [4, 5]. The family member Gata4 is co-expressed in the primitive endoderm [6] and possibly shares function with Gata6. *Gata4*-null embryos die around E9.5 with both primitive and definitive endoderm and heart defects [7, 8]. However, chimeric complementation of the extraembryonic lineage with wild type cells, allows contribution of *Gata4*-null ES cells to cardiac and definitive endoderm cell lineages without abnormality [9], suggesting that its importance in proper extraembryonic endoderm development is limited. In addition, the involvement of the group F Sox family members, Sox7 and Sox17, is suggested by their expression in the primitive endoderm [10, 11] as well as the inability to derive extraembryonic endoderm (XEN) stem cells from *Sox17*-null blastocysts [11]. *Sox17*-null embryos show a defect in the primitive endoderm lineage only in the diapause situation [10, 12]. These findings suggest that their roles are not in the formation, but rather the maturation to PE and VE. *Sox7*-null embryos have recently been reported to have a lethality phenotype before E14.5 with heart development failure [13], further suggesting a redundant role in primitive endoderm development. Detailed analyses of the expression patterns of these four transcription factors in wild-type and mutant embryos supports a model of sequential Gata6 → Sox17 → Gata4 → Sox7 transcription factor activation within the primitive endoderm lineage [10], although the precise function of *Sox7* in this process is unclear.

In addition to XEN cells, embryonic stem (ES) cells derived from pre-implantation stage epiblast provide a powerful tool to analyze the functions of transcription factors in determining cell fates. We have previously reported that forced expression of either *Gata4* or *Gata6* in ES cells triggers their differentiation to primitive endoderm cells that exhibit the characteristics of XEN cells in their morphology, gene expression patterns and their ability to contribute to PE after blastocyst injection [14, 15]. *Shimoda et al.* reported that over-expression of *Sox17* in ES cells was not able to induce differentiation but rather facilitated the differentiation of the primitive endoderm that spontaneously differentiated toward PE and VE cells on the surface of an ES cell aggregate, embryoid body (EB). [16]. They also reported that *Sox17*-null ES cells showed a defect in maturation of PE and VE in EBs, suggesting a role for *Sox17* in late stages of extraembryonic endoderm development. A similar defect was observed in EBs made with *Gata4*-null ES cells [17, 18]. Therefore, in vitro differentiation systems of ES cells are regarded as good models of primitive endoderm differentiation, and allow the assessment of the gene function involving in the process [19].

Here we report the function of *Sox7* in the context of differentiation of primitive endoderm cells derived from ES cells. We find that inducible expression of *Sox7* causes marginal differentiation of ES cells towards primitive endoderm, and that *Sox7*-null ES cells normally generate primitive endoderm cells in EBs and differentiate to XEN cells by the activation of Gata6. These results indicate that Sox7 function is not essential for either differentiation to primitive endoderm or for maturation to PE or VE.

## Results

### Parallel up-regulation of *Sox7*, *Sox17* and *Gata4* is triggered by the artificial activation of Gata6 in ES cells

We previously reported that artificial induction of Gata6 transcriptional activity using a chimeric transgene composed of full-length mouse *Gata6* and human *glucocorticoid receptor ligand-binding domain* (*G6GR*), induces homogeneous differentiation of mouse ES cells into XEN-like cells when their nuclear localization is induced with dexamethasone (Dex) [15]. To investigate the sequential activation of other TFs expressed in the primitive endoderm during mouse development, we first performed qPCR analysis along the time-course of differentiation after addition of Dex to the medium. *Sox7* and *Sox17,* as well as the endogenous *Gata6,* started to be up-regulated within 2 hours after addition of Dex while *Gata4* remained at the basal level (Fig. 1). At 24 hours after the addition of Dex, all 4 of these TFs were dramatically up-regulated as well as other TFs such as *Hnf3b/Foxa2* and *Snail* (Fig. 1). These data suggested that both *Sox7* and *Sox17* could be direct targets of Gata6 in mediating its function of triggering differentiation toward primitive endoderm.

**Fig. 1:**
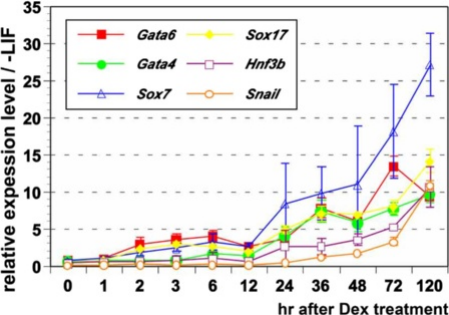
Up-regulation of extraembryonic endoderm-associated transcription factor genes after induction of Gata6GR. The expression levels of extraembryonic endoderm-associated transcription factor genes were estimated by qPCR analysis in 5G6GR ES cells carrying *Gata6GR* after Dex treatment and the relative expression levels normalized by *Gapdh* were shown along the time course. The level of expression of each transcript in EB3 ES cells cultured without LIF for 120 hours was set at 1.0. Error bars indicate standard deviation (n = 3)

### Forced expression of *Sox7* in ES cells shows marginal impact on differentiation to XEN-like cells

Since the assessment of the effect of overexpression of *Sox17* in mouse ES cells has been reported by several groupes [11, 16, 20–22], here we focused on the function of *Sox7*. We applied a tetracycline (Tc)-inducible gene expression system with Cre-mediated cassette-exchange [23], the Rosa-tet system, for the induction of *Sox7* transgene in ES cells. We previously confirmed that this system provides a moderate level of homogeneous transgene expression from the *Gt(ROSA)26Sor* locus upon withdrawal of Tc, which was sufficient for *Gata6* to induce differentiation to the primitive endoderm [23]. As a result, we found that *Sox7* over-expression using this system cannot make ES cells differentiate completely (Fig. 2a, b). Despite the total expression level of *Sox7* being about ten times higher than that of embryo derived XEN cells, these cells do not express comparable amount of primitive endoderm-associated TFs such as *Gata4, Gata6*, *Sox17* and *Foxa2*, and maintain the expression levels of pluripotency-associated genes (*Oct3/4, Sox2* and *Nanog*) at high levels (Fig. 2c). These data indicate that the impact of Sox7 overexpression in driving the primitive endoderm differentiation program is quite marginal, that is much weaker than Gata6.

**Fig. 2:**
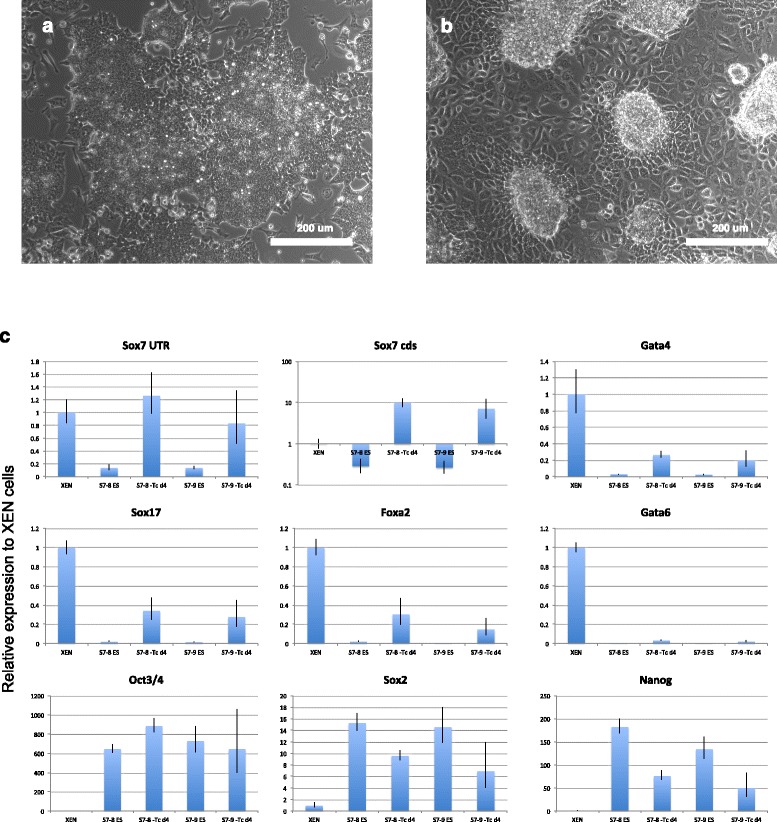
Effect of *Sox7* overexpression in ES cells. (**a**, **b**) ES cells carrying tetracycline-inducible *Sox7* transgene at the modified *Rosa26* locus are cultured for 4 days with (**a**) or without (**b**) tetracycline in the presence of LIF. Scale bar = 200 μm. (**c**) qPCR analysis of day 4 Sox7 expressing cells. Results are relative expression level to embryo-derived XEN cells and normalised to *Gapdh*. Two independent experiments by different clones (RTS7-8 and −9) are shown. Error bar represents standard deviation from triplicates

### *Sox7* is not essential for the generation of primitive endoderm in ES cells

Gain-of-function analysis of *Sox7* in ES cells suggested that it has a marginal impact on determining primitive endoderm fate compared to *Gata6*. To test whether it plays a physiological role in this process, we generated a *Sox7*-null ES cell line by gene targeting. The targeting vector was designed to remove the entire coding sequence spanning two exons. The first allele knockout clone was generated by the introduction of *Sox7* KO vector into EB3 ES cells followed by genotyping using Southern blot (Fig. 3a, b). Then one heterozygous clone, termed S7mt1, was selected with a high-dose of puromycin to obtain homozygous cells by a spontaneous gene conversion event [24] (Fig. 3c). As a result, we successfully established two *Sox7*-null ES cell lines (S7N4 and S7N7).

**Fig. 3:**
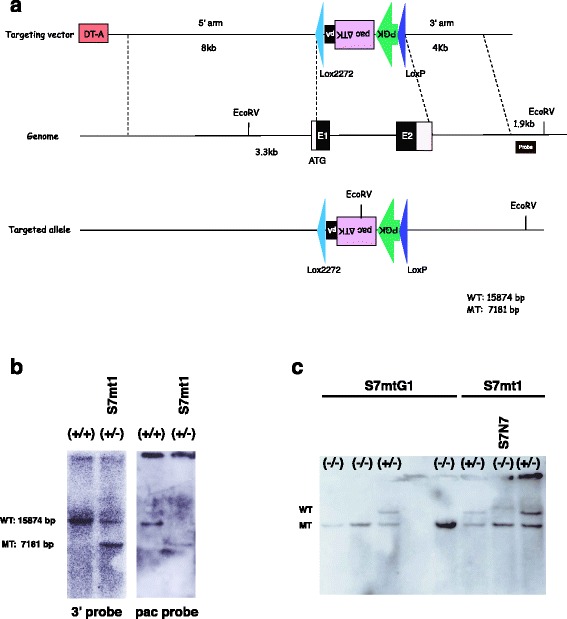
Generation of *Sox7*-null ES cells. (**a**) Design of the gene targeting vector. *Sox7* coding region including exon 1 and 2 were replace by PGK-pac∆TK casette flanked by *loxP* and *lox2722*. (**b**) Correctly targeted clone (S7mt1) was confirmed by Southern blot. (**c**) Genotyping results of high dose puromycin resistant clones by Southern blot. First five lanes are clones from S7mtG1 line (used in Fig. 5 and 6) and last three lanes are from S7mt1 line. We obtained three null lines from five S7mtG1 high dose puromycin resistance clones and two from six S7mt1 derivatives (half of the results is shown here)

These *Sox7*-null ES cells were morphologically normal and continued self-renewal in a manner similar to the parental EB3 ES cells. We then tested their ability to differentiate to extraembryonic endoderm by embryoid body (EB) formation assay. The EBs generated in a hanging drop culture of *Sox7*-null ES cells for 5 days were morphologically similar to those of parental ES cells and possessed the extra-embryonic endoderm layer at the surface (Fig. 4a-f). Next, we measured the expression of marker genes in these EBs by qPCR. During differentiation, *Sox7* was up-regulated in EBs derived from heterozygous S7mt1, but not in those derived from *Sox7*-null ES cells, S7N4 and S7N7 (Fig. 4g), confirming loss of *Sox7* in these mutant cell lines. When the expression levels of VE and PE marker genes were tested in these EBs, we found that all of them were properly expressed in EBs from *Sox7*-null ES cells at day 5, as they were in EBs from EB3 ES cells, indicating normal generation of PE and VE in the absence of *Sox7* (Fig. 4h). Next, we assessed the proportion of VE by FACS analysis for cell surface markers (Dpp4 and Epcam) that are expressed in VE but not in definitive endoderm [25]. We found that the proportion of the double positive fraction of Dpp4 and Epcam cells was similar in EBs of *Sox7-*null ES cells (Fig. 4i-k). We then collected this double positive fraction and analyzed the marker gene expression pattern. As shown in Fig. 4l, the expression level of the extraembryonic endoderm markers that we examined (which also include PE markers such as *Thbd, Sparc* and *tPa*) were not affected in both genotypes. These data show that the extraembryonic endoderm differentiation was almost completely unaffected by the deletion of *Sox7*.

**Fig. 4:**
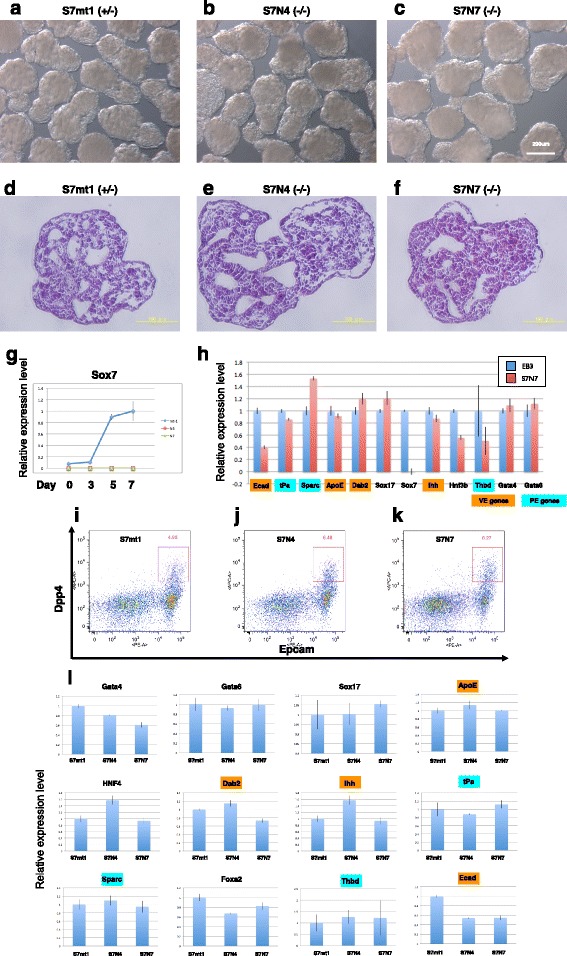
Differentiation of *Sox7*-null ES cells by EB formation. (**a**-**c**) Gross morphology of EBs at day 5 in each genotype indicated. Scale bar in C is 200 μm. (**d**-**f**) EBs in (a-c) were sectioned and stained with hematoxilyn and eosin. Scale bars are 100 μm. (**g**) Time course qPCR analysis of *Sox7* expression in Sox7-null clones (N4 and N7) and their parental heterozygote line (mt1) duirng EB formation. The relative expression levels normalized to *Gapdh* were shown with the error bar for standard deviation (n = 3). (**h**) qPCR analysis of gene expression in EBs at day 6. The relative expression levels normalized to *Gapdh* were shown with the error bar for standard deviation (n = 3). VE genes are marked in orange and PE genes are marked in blue. (**i**-**k**) VE fractions of EBs at day 7 were analyzed by FACS. Dead cells were eliminated by PI staining and living cells were separated by the staining with anti EpCam-PE and anti DppIV-APC. Double-positive fraction was indicated with its proportion (%). (**l**) qPCR analysis of VE fractions collected by FACS. Relative expression levels to S7mt1 parental line are presented. Expression levels were normalized to *Gapdh* with the error bar for standard deviation (n = 3)

**Fig. 5:**
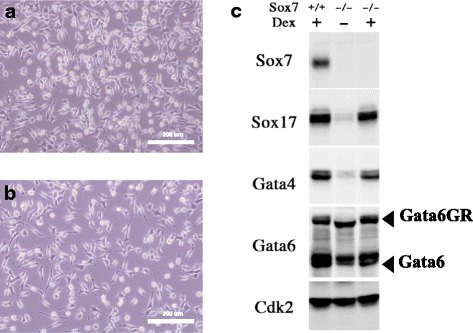
Differentiation of *Sox7*-null ES cells by Gata6GR. (**a**, **b**) The morphology of XEN-like cells induced by the activation of Gata6GR with Dex treatment for 4 days in *Sox7* (+/−) (**a**) and *Sox7* (−/−) (**b**) ES cells. Scale bars are 200 μm. (**c**) Western blot analysis of the expressions of the extraembryonic endoderm-associated transcription factors in XEN-like cells with or without *Sox7*

### *Sox7*-null ES cells can differentiate into XEN-like cells

As we showed above, *Sox7* is quickly up-regulated by the activation of G6GR in ES cells (Fig. 1). To test the function of *Sox7* in Gata6-induced differentiation toward XEN-like cells, we firstly introduced the *G6GR* expression cassette into S7mt1 (+/−) line (termed S7mtG1) and obtained *Sox7*-null ES cells from this parental line by high-dose puromycin selection (Fig. 3c). When these ES cells were cultured with Dex, they differentiated into XEN-like cells as efficiently as the parental S7mtG1 ES cells (Fig. 5a, b). Western blot analysis confirmed the proper induction of Sox17, Gata4 and Gata6 without *Sox7* in these XEN-like cells (Fig. 5c). Therefore, the morphological differentiation to primitive endoderm triggered by Gata6 does not require the function of *Sox7*.

### *Sox7* is not required for induction of primitive endoderm-specific gene expression profile by Gata6

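RNA of 4 groups of cells carrying the dexamethasone-inducible Gata6GR was hybridized to 12 one-colour Agilent mouse arrays, 3 for each group. The groups were *Sox7* (+/−) ES cells, *Sox7* (+/−) XEN-like cells at day 4 of Dex treatment, *Sox7* (−/−) ES cells and *Sox7* (−/−) XEN-like cells at day 4. The paper's text does not say whether the 3 replicates of a group were separate cultures. In the sample labels, the sources of all 3 *Sox7* (+/−) ES arrays carry replicate number 1, so whether these are separate samples is not known. The authors deposited the scanner output of each array, made with Agilent Feature Extraction, and 1 table of values for the series. Each array held 59305 spots besides controls, for 55681 distinct probes with coordinates on the mouse genome build mm9. The 75th percentile of the background-subtracted signal lay between 252.3 and 415.9 intensity units per array, and between 41.7% and 52.3% of the spots were well above background. No spot was saturated. The number of arrays limits the precision of every value.
The log2 of each array's processed signal was taken relative to the array's own 75th percentile, and spots of 1 probe were averaged. The 25940 probes well above background on all 3 arrays of at least 1 group were tested with limma in 1 fit of all 12 arrays. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold, the thresholds of the paper. For genes with several probes, the brightest was used. The arrays lay on 2 slides. Slide 1 held the 3 *Sox7* (−/−) ES arrays and *Sox7* (−/−) XEN-like replicate 1, and slide 2 held the other 8 arrays, so the slide could be separated from the genotype only through the *Sox7* (−/−) XEN-like cells. Where a probe was below background on every array of a group, the change is given as a bound, taken on each of these arrays against its lowest signal that was well above background, or the probe's own where that was higher.
*Sox7* was read by 1 probe on chromosome 14 from 64569419 to 64569478. Its signal was 224 ± 5.42% of the array's 75th percentile (SD, n = 3) in *Sox7* (+/−) ES cells and 558 ± 113% (SD, n = 3) in *Sox7* (+/−) XEN-like cells, a log2 change of 1.30 (standard error 0.20, adjusted p = 2.6e-04 from limma). In all 6 *Sox7* (−/−) arrays it was not well above background. The signal was at least 24.7-fold higher in *Sox7* (+/−) than in *Sox7* (−/−) ES cells and at least 73.6-fold higher in *Sox7* (+/−) than in *Sox7* (−/−) XEN-like cells.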

To clarify the gene expression profile of *Sox7*-null XEN-like cells, we performed DNA microarray analysis. The results were analysed using the NIA array analysis tool [26]. 

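In *Sox7* (+/−) cells, 2851 probes were higher and 3620 lower in XEN-like than in ES cells. The largest rises among probes whose groups did not overlap and that were not below background on every array of a group were those of *Cck* (log2 change 7.63), *Vcam1* (6.75) and *4632428N05Rik* (5.69). The largest falls were those of *Trh* (−9.45), *Esrrb* (−8.84) and *Zscan4f* (−8.10). *Trh* and *Zscan4f* were well above background on 1 of 3 *Sox7* (+/−) XEN-like arrays, so the size of their falls is near the floor. Non-overlapping groups are given by chance in 10% of probes with 3 arrays against 3. These counts depended on the scaling of the arrays. Values of the authors' table as deposited, which are not scaled between arrays, gave 850 probes up and 3486 down. Scaling by the spike-in controls gave 1253 up and 5498 down, so that 18.6% of the called probes were up in place of 44.1%. The median log2 change of all tested probes was 0.16 with the 75th percentile, −0.33 with the spike-in controls and −0.23 in the deposited table.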

Firstly, we identified differentially expressed genes (more than two fold, FDR < 0.05) before and after Dex treatment in *Sox7* (+/−) cells carrying Gata6GR (IN1) (Fig. 6a). Then, these genes were analysed in *Sox7* (−/−) cells carrying Gata6GR (IN6) to examine the differences (Fig. 6b, c and d). 

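In *Sox7* (−/−) cells, 3780 probes were higher and 3695 lower in XEN-like than in ES cells by the same test. *Myl3* (log2 change 7.97), *Cfc1* (6.49) and *Sp8* (6.43) rose most among probes with non-overlapping groups that were not below background on every array of a group, and *Gdf3* (−8.53), *Trh* (−8.36) and *Otx2* (−8.23) fell most. *Gdf3* and *Otx2* were well above background on 1 of 3 *Sox7* (−/−) XEN-like arrays, so the size and order of their falls are near the floor, and that of *Otx2* lay from −7.72 to −9.06 with 1 array left out. A second *Otx2* probe fell by only 0.65 on the log2 scale and was not called. With the slide as a block, 3633 probes were up and 3497 down.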

Comparison of 668 probes upregulated in *Sox7* (+/−) confirmed that 86.7 % of them (579 probes) were also up-regulated in *Sox7* (−/−) cells. This includes important TFs such as *Gata4, Foxa2* and *Sox17* as well as extraembryonic-endoderm genes such as *Fst, Sprac* and *Thbd* (Expression patterns of chosen extraembryonic endoderm genes are shown in Additional file 1: Figure S1). However, 69.4 % of the probes (1311 probes) which were highly expressed in *Sox7* (−/−) XEN-like compared to ES cells were not enriched in Sox7 (+/−) XEN-like cells (Fig. 6c) and only 61.7 % of down-regulated probes (1644 probes) in *Sox7* (+/−) overlapped with *Sox7* (−/−) (Fig. 6d). This suggests that loss of *Sox7* has little effect on the induction of extraembryonic endoderm genes, but its loss affects the magnitude of the down-regulation of ES-associated genes or hyper induction of extraembryonic endoderm-associated genes in this process.

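Of the probes called up in *Sox7* (+/−) cells, 2165 were also called up in *Sox7* (−/−) cells, or 75.9% (95% exact binomial interval 74.3% to 77.5%, which treats probes as independent). A further 686 were called in *Sox7* (+/−) cells only. Of the probes up in *Sox7* (+/−) cells, 98.2% changed in the same direction in *Sox7* (−/−) cells at any size, and a lower response in *Sox7* (−/−) cells was called for 96 of the 686. Across all tested probes, which are not independent replicates, the Dex responses of the 2 genotypes had a Pearson's r of 0.83 and a Spearman's rho of 0.80. The share was 73.2% with the slide as a block, 86.5% in the table as deposited and 54.8% without the filter on dim probes, the setting that moved it most.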

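*Gata4* (chromosome 14, 63817858 to 63817917) rose by a log2 change of 1.54 in *Sox7* (+/−) and 1.74 in *Sox7* (−/−) cells (standard error 0.10 for both; adjusted p = 3.1e-07 and 9.7e-08 from limma). *Foxa2* (chromosome 2, 147868669 to 147868728) rose by 2.31 and 2.79 (standard error 0.12), and *Sox17* (chromosome 1, 4481503 to 4481562) by 2.46 and 2.41 (standard error 0.11). No difference in response between the genotypes was called for these 3. The difference was 0.20 for *Gata4* (adjusted p = 0.32), 0.47 for *Foxa2* (adjusted p = 0.068) and −0.06 for *Sox17* (adjusted p = 0.82). In the deposited table it was 0.67 for *Gata4* and 0.97 for *Foxa2*, where that of *Foxa2* had an adjusted p of 0.0037 but was under 2-fold. That of *Sox17* changed sign with the scaling and was 0.34 with the spike-in controls.
*Fst* (chromosome 13, 115243565 to 115243624) rose by 5.09 in *Sox7* (+/−) and 5.93 in *Sox7* (−/−) cells. The difference in response, 0.84, had an adjusted p of 0.0016 but was under 2-fold. *Thbd* (chromosome 2, 148230235 to 148230294) rose 11.3-fold in *Sox7* (+/−) cells and by a log2 change of 5.42 in *Sox7* (−/−) cells, where it was well above background on 2 of the 3 ES arrays. Its response was larger in *Sox7* (−/−) cells by 1.92 (standard error 0.17, adjusted p = 3.8e-05). In XEN-like cells the signals of *Fst* and *Thbd* were lower in *Sox7* (−/−) than in *Sox7* (+/−) cells, by −0.76 and −0.45, so their larger responses came with lower signals in *Sox7* (−/−) ES cells. Both differences between XEN-like cells were under 2-fold, and in the deposited table they were −0.33 and −0.03. *Sparc* was read by 2 probes that disagreed. The brighter one (chromosome 11, 55208939 to 55208998) changed by 0.47 and 0.40, under 2-fold in both genotypes, and the other rose by 1.43 in *Sox7* (+/−) and 2.32 in *Sox7* (−/−) cells and was called. For the brighter probe the change in *Sox7* (+/−) cells was −0.02 with spike-in scaling.

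**Figure D1:**
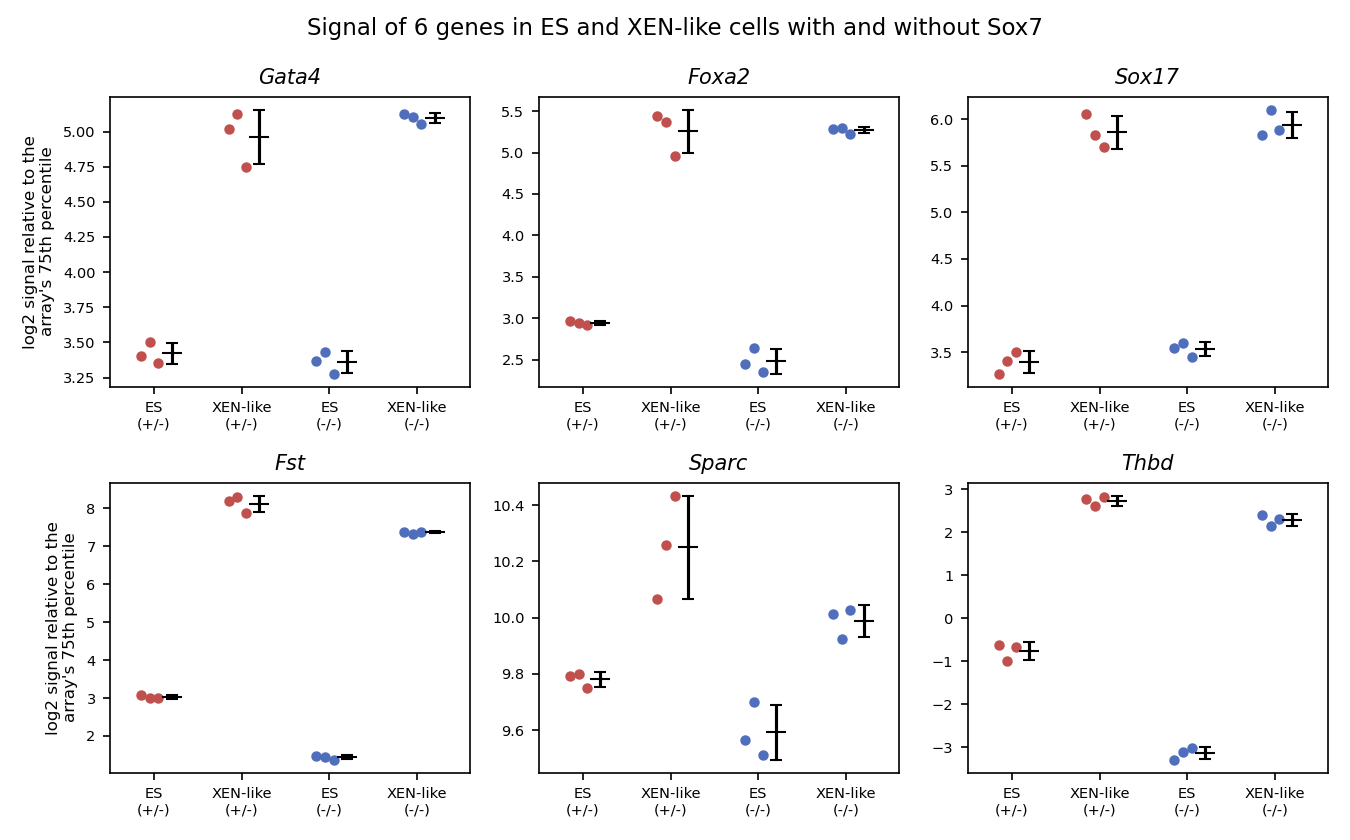
Log2 signal of the 6 genes relative to each array's 75th percentile, 1 panel per gene with its own axis, in ES and XEN-like cells of *Sox7* (+/−) (red) and *Sox7* (−/−) (blue) genotype. Points are the 3 arrays of a group and bars their mean ± SD; each gene's brightest probe is plotted, and the *Sparc* axis spans less than 1 log2 unit.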

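Of the 3780 probes up in *Sox7* (−/−) cells, 1615 were not called up in *Sox7* (+/−) cells, or 42.7% (95% exact binomial interval 41.1% to 44.3%). Of the probes down in *Sox7* (+/−) cells, 2727 were also down in *Sox7* (−/−) cells, or 75.3% (73.9% to 76.7%), and 893 were not. Being called in 1 genotype only does not show that the response differed. A higher response in *Sox7* (−/−) cells was called for 569 (35.2%) of the 1615 probes and for 549 (61.5%) of the 893. A lower one was called for 0 of either. These sets, like the 686 probes above, were chosen by calls on the same arrays, which favours this direction. The shares are therefore not independent evidence of a difference. In XEN-like cells themselves, 268 of the 1615 and 259 of the 893 were higher in *Sox7* (−/−) than in *Sox7* (+/−) cells. The shares of 42.7% and 75.3% moved with the scaling. The 42.7% became 67.6% with spike-in scaling and 69.8% in the table as deposited, and the 75.3% became 63.7% and 61.7%.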

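Tested directly, as the difference between the 2 genotypes in their change from ES to XEN-like cells, the Dex response was higher in *Sox7* (−/−) cells for 1718 probes and lower for 822. With the slide as a block the counts were 1568 and 651, and 1940 of the 2540 called probes kept their call. With spike-in scaling they were 3029 and 345. The lean reversed without the filter on dim probes, to 1888 higher and 3537 lower, and with no minimum fold, to 3200 and 3871. Among probes for which every difference between a XEN-like and an ES array of 1 genotype lay beyond every one of the other, and that were not below background on every array of a group, *Lgals2* (6.80), *Apom* (6.35) and *4933402E13Rik* (6.19) had the largest higher responses and *Syt10* (−4.55), *Nkx2-5* (−3.75) and *Anpep* (−3.67) the largest lower ones. The value of *Syt10* lay from −3.97 to −5.21 with 1 array left out.
Over 15 genes of the extraembryonic endoderm that the paper names, the mean log2 change was 1.43 in *Sox7* (+/−) and 2.29 in *Sox7* (−/−) cells, and the difference, 0.86, was beyond the spread between arrays (fry rotation test, adjusted p = 8.9e-06 over 35 list tests; higher in 12 of 15 genes). Of the 15, *Hnf4a*, *Cdh1*, *Apoe*, *Dab2* and *Ihh* are also in the visceral endoderm list tested below. *Plat*, *Sparc*, *Thbd*, *Snai1* and *Lama1* are also in the parietal list. The median difference of the 15 genes was 0.47, and with camera and an estimated correlation the adjusted p was 0.078. In ES cells the list was lower in *Sox7* (−/−) cells by a mean of −0.60 (fry rotation test, adjusted p = 3.7e-06; with camera and an estimated correlation, adjusted p = 0.088). In XEN-like cells it was higher by 0.26, with 6 of 15 genes lower (fry rotation test, adjusted p = 0.0074), which was not significant with camera. The difference in ES cells was the larger of these. Over 18 pluripotency-associated genes the mean change was −5.07 and −5.15. Of these, 5 were below background on every array of a group, so that their changes depend on the floor, and over the other 13 the means were −3.56 and −3.65. The difference of −0.08 was not significant (fry rotation test, adjusted p = 0.080) nor over the 13 genes, where it was also −0.08. Its sign changed with quantile normalization, with spike-in scaling and with the slide as a block, where it was 0.13, and in these 3 the opposite difference passed an unadjusted 0.05. The log2 change of *Pou5f1* was −3.67 in *Sox7* (+/−) and −3.15 in *Sox7* (−/−) cells. *Nanog* was not well above background in XEN-like cells and fell at least 580.8-fold in *Sox7* (+/−) and at least 1351-fold in *Sox7* (−/−) cells. From the differing overlaps the paper proposes that the loss of *Sox7* has little effect on the induction of extraembryonic endoderm genes and alters the magnitude of the fall of ES-associated genes or of the induction of extraembryonic endoderm genes.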

**Fig. 6:**
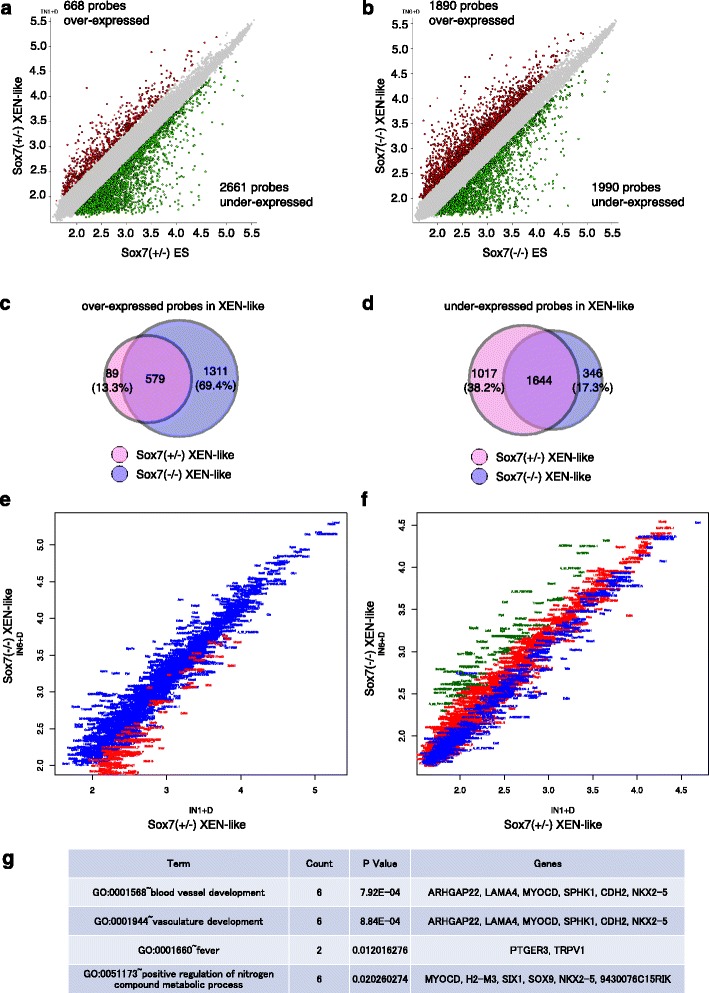
Microarray analysis of XEN-like cells with or without *Sox7.* (**a**, **b**) Scatter plots showing gene expression of ES cells (in X-axis) and XEN-like cells (in Y axis). The value is mean of log intensity from three replicates. Probes more than 2 fold change with FDR < 0.05 are shown. (**c**, **d**) Venn diagram showing the number of the probes which are over-lapped with each genotype. (**e**, **f**) Scatter plots created from the gene list (Additional file 2) identified in (**c**) and (**d**), respectively. Each probes was plotetted according to their gene symbol and *Sox7* (+/−) specific are shown in red and *Sox7* (−/−) are in blue. Greens in (**f**) show probes expresssed more than 3 fold. The value in both axis is mean of log intensity from three replicates. (**g**) The result of GO term analysis of biological process by using *Sox7* (+/−) 79 probes in (**c**). Top four from the lowest p-value GO terms are shown. IN1-D: *Sox7* (+/−) ES cells; IN1 + D: *Sox7* (+/−) XEN-like cells; IN6-D; *Sox7* (−/−) ES cells; IN6 + D; *Sox7* (−/−) XEN-like cells

Next, we re-plotted these differentially expressed genes to identify genes which are significantly up- or down-regulated in *Sox7* (−/−) XEN-like cells (Fig. 6e, f and Additional file 2). We confirmed that 79 probes out of 89 identified in Fig. 6c are under-expressed in *Sox7* (−/−) XEN-like cells (plotted in red in Fig. 6e), and that the 74 probes out of 1017 probes identified in Fig. 6d are more than 3 fold higher in *Sox7* (−/−) XEN-like cells than in *Sox7* (+/−) XEN-like cells (plotted in green in Fig. 6f). 

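Between the XEN-like cells of the 2 genotypes, 1000 probes were higher and 946 lower in *Sox7* (−/−) cells by limma, and 926 and 814 with the slide as a block. In the deposited unscaled table the counts were 1164 and 131, so that 89.9% of the called probes were higher in *Sox7* (−/−) cells in place of 51.4%. *Zg16* (log2 difference 4.94), *Esrrb* (4.63) and *Apom* (4.02) were the highest in *Sox7* (−/−) XEN-like cells and *Doc2b* (−4.00), *Nkx2-5* (−3.58) and *Insrr* (−3.40) the lowest, among probes with non-overlapping groups that were not below background on every array of a group. *Doc2b* was well above background on 1 of 3 *Sox7* (−/−) XEN-like arrays. The difference of *Insrr* was −4.43 without *Sox7* (−/−) XEN-like replicate 1 or with the slide as a block and −2.61 without replicate 2. A second *Esrrb* probe was lower, by −0.43, and was not called.
The gene lists of the paper's Additional file 2 were also followed in this fit, with the brightest probe of each gene. They were chosen by the authors on the same arrays, so the counts are not independent evidence. Of 84 tested genes of the list up in *Sox7* (+/−) cells only, 81 had a lower mean signal in *Sox7* (−/−) XEN-like cells, and 48 were called lower. In the change from ES to XEN-like cells, 44 of the 84 were still called up in *Sox7* (−/−) cells. Of 978 tested genes of the list down in *Sox7* (+/−) cells only, 90 were more than 3-fold higher in *Sox7* (−/−) XEN-like cells, and 188 were called higher at 2-fold.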

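On the scale of the paper's Additional file 2, the mean over 3 arrays of the log10 of the unscaled signal, 31 of its 89 entries up in *Sox7* (+/−) cells only lay under 2.1 in *Sox7* (−/−) XEN-like cells, and 26 were more than 2-fold lower there than in *Sox7* (+/−) XEN-like cells. The level of 2.1 is a brightness on this scale and differs in meaning between probes.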

Among the *Sox7* (+/−) specific 89 probes, we could identify 22 genes which are not upregulated in *Sox7* (−/−) XEN-like cells (by visual inspections with the threshhold value in *Sox7* (−/−) XEN-like cells of 2.1, expresssion profile of these are shown in Additional file 3: Figure S2). These data suggest that Sox7 function is not required for the induction of most of the extra-embryonic endoderm-specific genes although it may involve in the down-regulation of the ES-associated genes. 

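The lists of genes in the 2 extraembryonic lineages moved differently. Over 13 tested genes of visceral endoderm the mean log2 difference between *Sox7* (−/−) and *Sox7* (+/−) XEN-like cells was 1.29, and all 13 were higher in *Sox7* (−/−) cells (fry rotation test, adjusted p = 9.2e-09). By the adjusted p of single genes 12 of the 13 differed, both over all probes and adjusted over the list alone. *Hnf4a* was higher by 1.43, *Ihh* by 1.25, *Dab2* by 1.07 and *Cdh1* by 1.82, and *Dpp4* (0.70) and *Epcam* (0.95) by less than 2-fold. With Dex, *Hnf4a*, *Ihh*, *Dab2* and *Dpp4* rose in both genotypes. *Cdh1* fell by −3.82 in *Sox7* (+/−) and −2.22 in *Sox7* (−/−) cells, and *Epcam* by −2.84 and −1.71. The higher levels of *Cdh1* and *Epcam* thus came with a smaller fall and not with a rise. The difference of *Epcam* was over 2-fold and called with quantile normalization (1.04) and spike-in scaling (1.20), and that of *Dpp4* in the deposited table (1.13). Over 12 genes of parietal endoderm the mean difference was −0.27 and 10 were lower (fry rotation test, adjusted p = 0.0073). By the adjusted p of single genes 8 of the 12 differed over all probes and 9 adjusted over the list alone. The difference was not significant with camera and an estimated correlation (p = 0.20), with spike-in scaling or after quantile normalization, and was positive, 0.15, in the deposited table. With that test the visceral list passed adjustment over the 35 tests (adjusted p = 0.012) and the pluripotency list did not (adjusted p = 0.088). With Dex, the visceral list changed by a mean of −0.13 in *Sox7* (+/−) and 2.12 in *Sox7* (−/−) cells and the parietal list rose by 1.94 and 2.35. The pluripotency list was higher in *Sox7* (−/−) XEN-like cells by a mean of 0.74, with 12 of 18 genes higher (fry rotation test, adjusted p = 1.2e-07), and was also higher in *Sox7* (−/−) ES cells, by 0.82. From its comparison of the lists the paper proposes that *Sox7* is not required for most extraembryonic endoderm-specific genes and may take part in the fall of ES-associated genes.

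**Figure D2:**
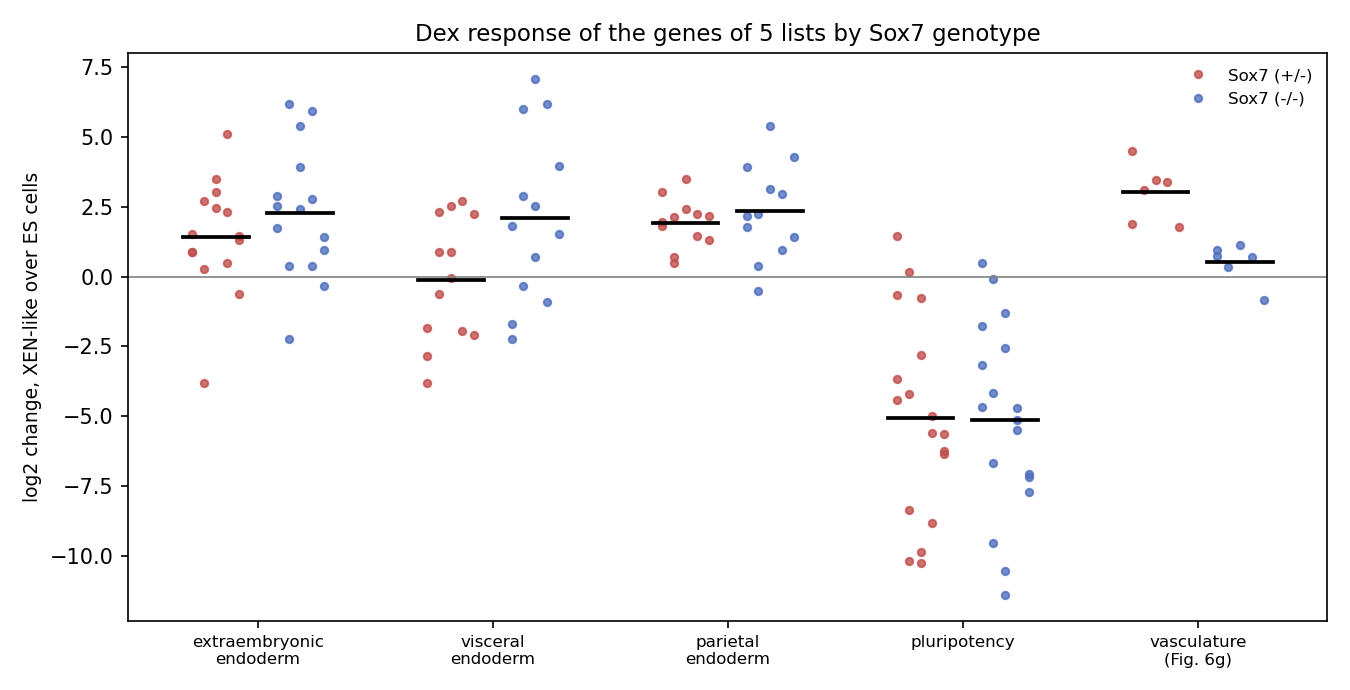
Log2 change from ES to XEN-like cells of the genes of 5 lists in *Sox7* (+/−) (red) and *Sox7* (−/−) (blue) cells; each point is 1 gene by its brightest probe and the bar is the mean of the list. The mean of the visceral list lies near 0 in *Sox7* (+/−) cells, with 6 of 13 genes above 0, and above it in *Sox7* (−/−) cells, with 4 genes below 0. The mean of the pluripotency list is far below 0 in both, with 2 genes above 0 in *Sox7* (+/−) and 1 in *Sox7* (−/−) cells.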

What is the nature of the 79 genes that fail to be up-regulated in Sox7 (−/−) XEN-like cells? 

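The 6 genes listed for blood vessel development in Fig. 6g were all lower in *Sox7* (−/−) than in *Sox7* (+/−) XEN-like cells, with a mean log2 difference of −2.78 (fry rotation test, adjusted p = 1.9e-08; the authors chose the genes on these arrays, so this is not independent evidence). *Arhgap22* (chromosome 14, 34183060 to 34183119) differed by −1.37, *Myocd* (chromosome 11, 64991930 to 64991989) by −2.76, *Sphk1* (chromosome 11, 116397908 to 116397967) by −2.15 and *Cdh2* (chromosome 18, 16747559 to 16747618) by −2.26. *Lama4* (chromosome 10, 38825794 to 38825853) was not well above background in *Sox7* (−/−) XEN-like cells and was at least 13.7-fold higher in *Sox7* (+/−) ones. In *Sox7* (+/−) cells *Arhgap22* rose with Dex by 1.90, *Lama4* by 3.12, *Sphk1* by 3.40, *Cdh2* by 1.79 and *Nkx2-5* by 4.50. Over the 6 genes the mean change was 3.03 in *Sox7* (+/−) and 0.51 in *Sox7* (−/−) cells. The difference in response was −2.52 (fry rotation test, adjusted p = 2.7e-07), and 5 of the 6 were called in it. Of the 6, 2 were below background on every array of a group. Over the other 4 the mean difference was −2.34 between XEN-like cells and −2.50 in response. Among other genes of Fig. 6g, *Ptger3* (−2.15), *Trpv1* (−1.71) and *H2-M3* (−1.20) were lower in *Sox7* (−/−) XEN-like cells, and *Sox9* was not called. *Ptger3* and *Myocd* were well above background on 1 of 3 *Sox7* (−/−) XEN-like arrays, so the size of their differences is near the floor. The difference of *Myocd* was −1.20 in the deposited table. *Trpv1* was no longer called without *Sox7* (+/−) XEN-like replicate 1 (−1.54) or without *Sox7* (−/−) XEN-like replicate 1 (−1.71) or 2 (−1.67), with the slide as a block, with normexp background correction (−0.89) or in the deposited table (−0.61). In that table *Arhgap22* (−0.87), *Ptger3* (−0.85) and *H2-M3* (−0.74) also differed by less than 2-fold, as did *H2-M3* with spike-in scaling (−0.95). A list of endothelial genes, of which 9 were tested, had a mean difference of −0.33, with 8 lower (fry rotation test, adjusted p = 0.0023), which was not significant with camera.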

When we performed GO term analysis for these 79 genes, we found that the significantly-enriched GO terms (P < 0.01) were blood vessel development, and vasculature development, confirming that the expression of the extraembryonic endoderm genes was not affected in the absence of *Sox7*.

## Discussion

Primitive endoderm is the second cell lineage segregated in mouse development and is essential for proper embryonic development. A recent report proposed a three step mechanism to direct differentiation of primitive endoderm [27]. The first step is the initiation of *Gata6* expression in the blastomeres of morula in a Fgf4-dependent manner at E2.5-E3.0. The second step is the competition between *Nanog* and *Gata6* to establish their reciprocal expression in epiblast and primitive endoderm, respectively, in the early blastocyst at E3.0-E3.5. The third step is the maturation of primitive endoderm by induction of *Gata4* and *Sox17* in a Fgf4-dependent manner in the late blastocyst at E3.5-E3.75. It was also reported that *Sox7* is up-regulated in primitive endoderm of the late blastocyst following the up-regulation of *Sox17* and *Gata4* [10], suggesting its role in finalizing the maturation step. Here we demonstrated that the function of *Sox7* is dispensable for both differentiation and maturation of primitive endoderm in an ES cell model system.

In human ES cells, it was shown that *Sox7* overexpression induces primitive endoderm differentiation [28]. However, here we showed that the inducible overexpression of *Sox7* is not sufficient to trigger rapid differentiation toward primitive endoderm, although the inducible expression of *Gata6* with the same system is sufficient [23]. These data are consistent with the scenario where Gata6 acts as a trigger of differentiation toward primitive endoderm whereas Sox7 acts later on. In the case of Sox17, several reports indicated that its forced expression in mouse ES cells causes their differentiation to primitive endoderm as well as XEN-like cells [11, 16, 20–22]. However, in these instances, the effect of Sox17 is limited to the induction of endoderm marker genes without a morphological differentiation event or gradual induction of differentiation to XEN-like cells after 12 days [22], and none of them demonstrated comparable activity of Sox17 to induce rapid differentiation to XEN-like cells within 4 days as in the cases for Gata4 and Gata6. Although we have not tested the ability of Sox7 to induce gradual differentiation, the previous data for Sox17 and the data presented in this manuscript for Sox7, suggest that the function of SoxF family member as a trigger of differentiation is distinct from that of Gata factors.

Recently, *Sox7* KO mice were generated to test its role in congenital diphragmatic hernia (CDH) development [13]. It was shown that, Sox7 null embryos died between E10.5 and E14.5, and that null embryos were indistinguishable from WT embryos at E8.5 stage. This result clearly shows that *in vivo Sox7* depletion does not affect the formation of extramebryonic endoderm tissues which supply developemental signals as well as nutrients to the embryo. It is consistent with our observations *in vitro* using *Sox7*-null ES cells, in which *Sox7* is dispensable for differentiation of extraembryonic endoderm by EB formation and by artificial activation of Gata6. In the analyses of gene expression induced by Gata6, we found that the extraembryonic endoderm-associated genes were properly up-regulated in the absence of *Sox7,* indicating that *Sox7* is not required for establishment of the extraembryonic endoderm-associated gene expression profile. Only 79 genes were activated in wild-type but not in *Sox7*-null XEN-like cells, but the GO term analysis revealed that these genes are enriched for vasculature development. This is an interesting coincidence, given the finding that *Sox7* is expressed in vascular endothelial cells in later development and *Sox7*-null embryos showed failure of yolk sac remodeling with signs of vascular failure [13]. This suggests an indispensable role of *Sox7* in vascular development both *in vivo* and *in vitro*.

Dispensability of the Sox7 function in extraembryonic endoderm development might be due to the functional overlap with similar genes. Sox7 belongs to the group F Sox family that includes Sox17 and Sox18 as the other members. It was reported that these three group F Sox family genes could have overlapping function. The loss of either Sox17 or Sox18 does not affect the extraembryonic endoderm development, as is the case for the loss of Sox7 [12, 29]. Interestingly, the analysis of knockout mice demonstrated the overlapping function of *Sox17* and *Sox18* in early cardiovascular development [30], and Hosking et al. presented that the effect of the loss of Sox18 in vascular development is compensated by Sox7 and Sox17 in particular genetic backgrounds, in which these genes are up-regulated in *Sox18*-null embryos although they are never expressed in wild-type embryos [29]. In primitive endoderm, Sox17 showed an overlapping expression pattern with Sox7, and *Niimi et al.* reported that both Sox7 and Sox17 activate the PE-specific enhancer of the *Lama1* gene, suggesting their overlapping function [31]. The comprehensive analysis of the group F Sox family members will be required to reveal their precise function in extraembryonic endoderm development.

## Conclusions

Sox7 was considered to be an important molecule for primitive endoderm differentiation because of its restricted expression pattern. However, this ES cell based study shows that *Sox7* (−/−) ES cells can differentiate into primitive endoderm lineage by spontaneous EB differentiation and Gata6-mediated XEN-like cell conversion. These results show that *Sox7* is dispensable for this lineage conversion event.

## Materials and methods

All experiments were performed according to the guidelines of RIKEN, Center for Developmental Biology with the approval of the RIKEN, Center for Developmental Biology institutional review board.

### Cell culture

All ES cell lines and XEN cell line used in this study were maintained in GMEM (Sigma-Aldrich) supplemented with 10 % FCS, 1x NEAA, 1 mM Sodium Pyruvate, 10^-4^M 2-mercaptoethanol, and 1,000 U/ml of LIF on gelatin coated dish. EB3 cell line was used to target *Sox7* locus. After the electroporation, selection was performed in the presence of 1.5 μg/ml of puromycine. High dose puromycine selection was performed at 22.5 μg/ml. *Gata6-GR* induced differentiation experiments were performed in the presence of 100 μM Dex with ES medium containing LIF. EB formation was performed in hanging drop culture at the concentration of 5,000 cells per drop without LIF.

### Plasmid vectors and introduction into ES cells

For Cre-recombinase mediate casette exchange, we cloned *Sox7* cDNA into *pZhc* vector (http://www.cdb.riken.jp/pcs/protocol/vector/vector_top.html). Lipofection was done by TransIT-LT1 (Mirus). In Rosa-tet system, 1.6 μg of *pZhc-Sox7* plasmid are cotransfected with 0.4 μg *pCAGGS-Cre* in 6-well plates and selceted clones in the presence of 20–40 μg/ml of Zeocin. Following drug selection, clones were chosen by the FACS analysis of Venus expression level when Tc was withdrawed. *Gata6-GR* is cloned into *pPBCAG-cHA-IN* vector and introduced 1.6 μg of them into ES cells by lipofection with 0.4 μg of *pCAG-PBase. Sox7* targeting vector was constructed by the method described before [32] with *pDONR-PGK-pac∆TK*. Targeting vector was designed for future casette exchange, so drug resistance casette was flanked with *loxP* and *lox2272* [33]. Oligo nucleotides sequence retrieving the targeting arm from BAC are A:5′- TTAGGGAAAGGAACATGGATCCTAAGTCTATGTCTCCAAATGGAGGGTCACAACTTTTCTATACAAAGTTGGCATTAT-3′, B: 5′-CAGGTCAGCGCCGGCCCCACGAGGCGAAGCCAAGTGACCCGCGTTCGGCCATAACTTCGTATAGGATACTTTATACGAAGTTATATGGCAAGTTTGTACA-3′, C: 5′-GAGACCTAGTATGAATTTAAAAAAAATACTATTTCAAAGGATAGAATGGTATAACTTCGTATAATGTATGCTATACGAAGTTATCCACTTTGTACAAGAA-3′ and D:5′-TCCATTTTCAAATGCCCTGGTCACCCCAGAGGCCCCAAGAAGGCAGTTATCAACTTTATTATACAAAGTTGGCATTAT-3′. Targeting vector was linearised by PmeI and electroporated at 800 V, 3 μF by Gene pulser (BioRad).

### Southern Blot

Genomic DNAs were digested with EcoRV and then transferred to nylon membrane. Sox7 3′ external probe was amplified with primers 5′-GAAAAGATAGGAATACCAG-3′ and 5′-AATGCAATCACAGTGAGACT-3′, and full length pac sequence was used as an internal probe.

### FACS analysis

Cells were analyzed and collected by FACS Aria (BD) with anti-DppIV antibody (R&D) and anti-EpCam antibody (eBioscience). Dead cells were eliminated by propidium iodide.

### Western blot

Western blot was done as described previously [34]. The antibodies used were goat anti-Gata4 (Santa Cruz), goat anti-Gata6 (R&D), goat anti-Sox7 (R&D), goat anti-Sox17 (R&D) and rabbit anti-Cdk2 (Santa Cruz).

### Quantitative RT-PCR

Primers and methods were followed as described previously [15]. Primers used for *Thbd* were 5′-CTTCTCCAAGTCCCTTCACG-3′ and 5′- CTGTGTTGCTAGCAGGTGGT-3′, and for *Sox7* cds were 5′-AGATGCTGGGAAAGTCATGG-3′ and 5′-GCTTGCCTTGTTTCTTCCTG-3′.

### Microarray analysis and GO term analysis

RNAs are isolated from ES cells and XEN-like cells at day 4. DNA microarray analyses were performed using a SurePrintG3 Mouse GE Microarray 8x60K (Agilent Technologies). Microarray results were analyzed uisng NIA Array Analysis Software. Complete array data will be available on the GEO (NCBI) website. GO term analysis was performed by DAVID (http://david.abcc.ncifcrf.gov) [35, 36].

## Availability of supporting data

The results of DNA microarray is available from NCBI gene expression omnibus, accesion number GSE66971.

## Additional files

Additional file 1: Figure S1. The expression pattern of extraembryonic endoderm genes with or without *Sox7* in Gata6 induced XEN-like cells. Additional file 2:

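The values of this file are the mean over the 3 arrays of a group of the log10 of the deposited signal, which the authors did not scale between arrays. The copy used here held 1997 of the 38016 rows of its full sheet. Of these, 1575 could be matched to the arrays by name, and between 97.8% and 98.0% of the matched values in each group lay within 0.001 of the mean computed from the deposited table. A difference of 1 in these values is thus a 10-fold change in signal, and a difference in overall brightness between arrays remains in them. The lists used for Fig. 6e and f were held with 89 entries up in *Sox7* (+/−) cells only, 1293 up in *Sox7* (−/−) cells only, 1000 down in *Sox7* (+/−) cells only and 332 down in *Sox7* (−/−) cells only. On this scale, 79 of the 89 were lower in *Sox7* (−/−) XEN-like cells, and 74 of 999 with values in the list down in *Sox7* (+/−) cells only were more than 3-fold higher there, the counts the paper gives.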

**Xlsx file containing the results of DNA microarray data.** Entire gene lists with expression values of *Sox7* (+/−) or (−/−) ES cell and XEN-like cells and gene lists with values used for generating Fig. 6e and f are included. *Sox7* (+/−) ES cells and XEN-like cells are designated as IN1-D and IN1 + D, *Sox7* (−/−) ES cells and XEN-like cells are designated as IN6-D and IN6 + D respectively. Additional file 3: Figure S2. Genes which failed to upregulated in *Sox7* (−/−) XEN-like cells.

## Abbreviations

ES: embryonic stem
PE: parietal endoderm
VE: visceral endoderm
TF: transcription factor
XEN: extraembryonic endoderm stem
GR: glucocorticoid receptor
Dex: dexamethasone
Tc: tetracyclin
EB: embryoid body

How the deposited data were processed for this re-analysis (not part of the article)

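RNA of *Sox7* (+/−) and *Sox7* (−/−) ES cells carrying Gata6GR, cultured without Dex or for 4 days with Dex, had been hybridized by the authors to 12 one-colour Agilent mouse arrays, 3 for each of the 4 groups. The paper gives a dose of 100 μM Dex. The intensity values of each array were deposited as the output of Agilent Feature Extraction, in which the authors' processed signal is background-subtracted and detrended within the array but not scaled between arrays. A table of linear intensity values for all arrays was also deposited. For each array all 62976 values of this table lay within 0.51% of the mean spot signal, so the values are neither background-subtracted nor scaled between arrays. The group means of Additional file 2 are on the log10 scale of this table. Probe positions are those given with the arrays, on mm9, and no genome sequence was used.

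All 59305 spots besides controls were read, and spots of the same probe were averaged on the log2 scale, which gave 55681 probes with 34836 gene names. The log2 of the processed signal was taken relative to the 75th percentile of the array. The 25940 probes well above background on all 3 arrays of at least 1 group were kept. All 12 arrays were fitted together with limma 3.58.1 in R 4.3.3, with 1 mean per group and 1.987 prior degrees of freedom, and 5 comparisons were made: the Dex response in each genotype, the genotypes in XEN-like and in ES cells, and the difference between the genotypes in the Dex response. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a change over 2-fold. Single genes were read by their brightest probe. The number of arrays, 3 per group, limits the precision, and the signal over background limits what can be said of dim probes. Between 41.7% and 52.3% of spots were well above background.

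For 7 lists of genes the mean log2 difference was tested with limma's fry rotation test, in a family of 35 tests with Benjamini-Hochberg adjustment. The lists were extraembryonic endoderm genes named by the paper, visceral endoderm, parietal endoderm, pluripotency, the vasculature genes of Fig. 6g, endothelium and glucocorticoid response. The endothelium and glucocorticoid lists, and most genes of the visceral, parietal and pluripotency lists, were added from general knowledge of these cells and not from the paper. The vasculature genes were chosen by the authors on these arrays. Camera, with a preset correlation of 0.01 or an estimated one, was run as an alternative. The genes named were taken from those the paper names for these arrays or as markers, and in each comparison the 3 with the largest rise and the 3 with the largest fall among called probes whose groups do not overlap and that are not below background on every array of a group. A rule for named genes, the samples, the tests and the first set of alternatives were fixed before the data were examined.

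The alternatives were normexp background correction with an offset of 50, quantile normalization, scaling by the median of the probes well above background or by 7 spike-in controls, the deposited table, no filter on dim probes or a filter on all arrays, 1 probe per gene symbol, an intensity trend, only the arrays compared, a replicate block, a slide block and leaving out each array in turn. A further 6 combinations, and the lists without genes below background on every array of a group, were chosen after seeing the data. The procedure was tested on simulated data. Of 200 changed probes, 179 were recovered for the Dex response of *Sox7* (−/−) cells, 178 for the XEN-like comparison and 151 for the difference in response, with 3, 2 and 4 false calls. All of 20 lists shifted by 0.5 were found and none of 20 unshifted lists. The simulated errors were independent between probes and the lists were random probes. The simulation therefore does not show how fry behaves when the genes of a list are correlated. All simulated changes of single probes were larger than the 2-fold limit, so recovery near that limit was not measured.

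The correlation of replicates of a group lay between 0.982 and 0.996 (Pearson's r across probes). The deviations of arrays with the same replicate number in different groups had correlations between −0.051 and 0.126, so the numbers were not treated as pairs. The paper's text does not say whether the replicates were separate cultures, and they were treated as independent. In the sample labels, the sources of all 3 *Sox7* (+/−) ES arrays carry replicate number 1 while the titles number them from 1 to 3, so whether these are separate samples is not known. If they are not, their spread is too small a measure of error. The GO analysis of the paper was not repeated, and the qPCR, Western blot and embryoid body experiments were not analysed here.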

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

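The tests of the slide, of the overall signal and of the spike-in controls were chosen only after the results were seen, as was the division of the deposited table; the slide block, the spike-in scaling and the deposited table as settings, the regroupings of arrays, the array left out, the chromosomes, the visceral and parietal lists and the glucocorticoid list were not. How some of these tests are read was set after their values were known.

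The Dex response differed between the genotypes in the test of the difference itself, with a higher response in *Sox7* (−/−) cells for 1718 probes and a lower one for 822. Of 8972 probes called in at least 1 genotype, 82 were called in opposite directions, 71 of them up in *Sox7* (−/−) and down in *Sox7* (+/−) cells, and all 82 had a called difference in response. With the slide as a block, which changed the calls of other comparisons as well, 76.4% of the called probes kept their call and direction, with the error of the slide effect included. This argues against the slide as the whole cause; for the probes that lost their call, and for a slide effect that differs between ES and XEN-like arrays, it stays open, since the effect is estimated from 1 array against 2 of the *Sox7* (−/−) XEN-like cells. Without *Sox7* (+/−) XEN-like replicate 3, the array farthest from its group, 88.9% did. Of 100 regroupings of the genotypes within ES and within XEN-like arrays, the real one included, 1 had as many calls. The next highest had 1973. The genotypes also differed within ES and within XEN-like cells, and a regrouping that mixes them moves that difference into the spread. This count therefore cannot exclude chance for the difference in response. The lean towards higher responses depends on the scaling and the filter: 67.6% of calls were higher with the 75th percentile, 89.8% with spike-in scaling and 34.8% without the filter on dim probes. The 2 genotypes are 1 line each, so a difference between lines other than *Sox7* stays open and was not tested. The signal of *Gata6* was higher in *Sox7* (−/−) cells in both states. In ES cells it was 1307 ± 26.7% of the array's 75th percentile in *Sox7* (+/−) and 1887 ± 103% in *Sox7* (−/−) cells (SD, n = 3). In XEN-like cells it was 1633 ± 492% and 2430 ± 70.5%. Whether this contributes to the difference in response, and whether the probe reads Gata6GR, was not tested.

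Part of this pattern, more probes up and fewer down in *Sox7* (−/−) cells, depends on the overall signal. In the deposited table 1580 more probes were up in *Sox7* (−/−) than in *Sox7* (+/−) cells. After division of the table by each array's 75th percentile 817 more were up, or 51.7% of that excess. With the processed signal it was 929, but without the filter on dim probes only 53, so with that signal the excess depends on the filter too. In the deposited table the filter hardly mattered, with an excess of 1571 without it. The other part of the pattern changed sign between settings: 893 fewer probes were down in the deposited table and 1515 fewer with spike-in scaling, 128 fewer with the slide as a block, 71 fewer without *Sox7* (−/−) XEN-like replicate 2 and 70.0 fewer with quantile normalization, but the difference was −376 after the division and −75 with the processed signal, so that more were down in *Sox7* (−/−) cells. For the excess of probes up, unscaled signal and a difference between the cells cannot be told apart, since scaling removed only part of it. The 75th percentile was lower by −0.46 (log2) in *Sox7* (+/−) XEN-like than in ES arrays, and the spike-in controls differed by 0.032, with an SD of 0.30 within the ES arrays. The 75th percentile relative to the spike-in controls of the same array was lower by −0.49, without overlap between the arrays, which argues against the strength of labelling, hybridization or scanning as the whole cause. Between the XEN-like arrays of the genotypes the 75th percentile differed by 0.43 and the spike-in controls by 0.18 in the same direction, so a part of that difference stays open to it. Less RNA of the cells relative to the spike-in in these samples, technical or biological, was not tested.

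Lists of genes also differed in their response. The mean difference between *Sox7* (−/−) and *Sox7* (+/−) cells was 0.86 for the extraembryonic endoderm genes of the paper, 2.24 for visceral endoderm, 0.41 for parietal endoderm, 0.42 for the glucocorticoid response list and −2.52 for the vasculature genes of Fig. 6g. The extraembryonic list shares genes with the visceral and parietal lists, so these are not separate results. The vasculature genes were chosen by the authors on these arrays. Under camera with an estimated correlation, adjusted over the 35 list tests, the differences of the extraembryonic (adjusted p = 0.078), parietal (adjusted p = 0.22) and glucocorticoid (adjusted p = 0.053) lists were not significant. In XEN-like cells the visceral list minus the parietal list was 1.56 (log2), a difference that no scaling of whole arrays changes. That *Sox7* (−/−) XEN-like cells lean towards visceral endoderm may be a hypothesis from this, but it also needs a lower parietal list, which was not found under every setting, and so it stays open.

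The ES cells of the genotypes, which the paper does not compare, differed in 505 probes higher and 1730 lower in *Sox7* (−/−) cells. The largest differences, among probes with non-overlapping groups that were not below background on every array of a group, were those of *Phf6* (3.97), *Syt10* (3.78) and *Stra8* (3.31), and of *Gm21319* (−5.26), *Zscan4f* (−5.02) and *Zscan4e* (−4.995). That of *Syt10* lay from 3.19 to 4.43 with 1 array left out. The real grouping of the ES arrays follows the slide. With the slide as a block, estimated from the *Sox7* (−/−) XEN-like arrays, 54.7% of the probes kept their call, 1223 of 2235, and *Syt10* did not. If the slide were the whole cause, the *Sox7* (−/−) XEN-like array on slide 1 would differ from the 2 on slide 2 as the ES cells do. Over 2230 probes called in ES cells with a value on every array, the slope of that difference on the ES difference was −0.53% in place of 100%, and the same slope for each of the other 2 arrays was 3.52% and −2.99%. This argues against the slide as the whole cause. It rests on 1 array against 2 and on an equal slide effect in ES and XEN-like arrays, so the slide stays open as a part of the cause, as for the probes that lost their call. No chromosome differed from the rest by as much as a gain or loss would need. The largest difference of a median was −0.14 for chromosome 10. Of 10 splits of the 6 ES arrays, 1 had as many calls, and 10 splits cannot exclude chance. A difference between the lines, with or without *Sox7* as its cause, stays open and was not tested.

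The glucocorticoid list, which the paper does not discuss, changed by a mean of −1.07 with Dex in *Sox7* (+/−) and −0.64 in *Sox7* (−/−) cells. Under camera with an estimated correlation the fall was significant after adjustment in *Sox7* (+/−) (adjusted p = 0.032) and not in *Sox7* (−/−) cells (adjusted p = 0.088). Of the 12 genes, 4 had a positive change in *Sox7* (+/−) and 3 in *Sox7* (−/−) cells. Only 1 was called higher in each genotype, and 6 and 4 were called lower. In *Sox7* (+/−) cells *Zbtb16* (1.85) was called higher, and *Tsc22d3* (0.31), *Sgk1* (0.11) and *Per1* (0.080) were not called. Since genes went both ways, the mean does not decide whether Dex acted through the endogenous receptor, which stays open. Cells without the construct treated with Dex were not analysed here.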

How the results depend on the processing

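The settings that divide the deposited table by its 75th percentile, that use it without a filter or that join quantile normalization to the slide block, and the lists without genes below background, were chosen only after the results were seen; the others were not.

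The mean difference of the visceral list between XEN-like cells stayed between 1.03 and 1.64 under the alternatives set beforehand, and that of the extraembryonic list in the Dex response between 0.78 and 1.26, both past an unadjusted 0.05 in all 27 settings run for each. Adjusted over the 35 list tests, the extraembryonic difference did not pass under camera with an estimated correlation (adjusted p = 0.078; by fry, adjusted p = 8.9e-06). Without genes below background on every array of a group the difference of the visceral list was 1.37. Of 1973 values of single genes, 1884 kept their direction and call, 37 lost a call, 25 gained one and 27 reversed. With 1 array left out, the probes up in *Sox7* (+/−) cells numbered from 2693 to 2962 and those up in *Sox7* (−/−) cells from 3691 to 3810. The replicate block gave 2894 up and 3625 down in *Sox7* (+/−) and 3793 up and 3701 down in *Sox7* (−/−) cells. Signal over background limits the counts of probes that are dim in 1 group. Where no cause is named below, the cause was not tested.

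With normexp background correction, 1637 probes were up and 1822 down in *Sox7* (+/−), 2366 up and 2259 down in *Sox7* (−/−) cells, 365 higher and 343 lower in *Sox7* (−/−) XEN-like cells, 210 higher and 691 lower in *Sox7* (−/−) ES cells, and 887 higher and 501 lower in the response. The share of probes up in *Sox7* (+/−) cells also up in *Sox7* (−/−) cells was 74.2%, that of probes up in *Sox7* (−/−) cells not up in *Sox7* (+/−) cells 48.6%, and that of probes down in *Sox7* (+/−) cells also down in *Sox7* (−/−) cells 73.5%. These 3 shares are given in this order below.

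With spike-in scaling, 1253 probes were up and 5498 down in *Sox7* (+/−) cells, and the shares were 87.4%, 67.6% and 63.7%. In XEN-like cells 1634 were higher and 494 lower, so that 76.8% were higher, in ES cells 324 were higher, and in the response 3029 were higher and 345 lower. With the deposited table, 850 were up in *Sox7* (+/−) and 2430 in *Sox7* (−/−) cells, the shares were 86.5%, 69.8% and 61.7%, 131 were lower in XEN-like cells, 252 higher and 781 lower in ES cells, and 222 lower in the response, where 89.5% were higher. The median log2 difference of all probes between XEN-like cells moved to 0.25 and 0.34 in these settings, and that of the response to 0.31 and 0.24.

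With the deposited table divided by its 75th percentile, 1733 were up and 2094 down in *Sox7* (+/−) cells, the last 2 shares were 48.7% and 73.4%, 446 were higher and 358 lower in XEN-like cells, 250 higher and 778 lower in ES cells, and 1013 higher and 527 lower in the response. With the deposited table without filter, 859 were up in *Sox7* (+/−) and 2430 in *Sox7* (−/−) cells, the shares were 85.6%, 69.8% and 61.6%, 134 were lower in XEN-like cells, 260 higher and 779 lower in ES cells, and 205 lower in the response. With 1 probe per systematic name in addition, 716 were up in *Sox7* (+/−), 2025 up and 2091 down in *Sox7* (−/−) cells, the shares were 86.2%, 69.5% and 61.8%, 111 were lower in XEN-like cells, 200.0 higher and 655 lower in ES cells, and 177 lower in the response. With the slide block in addition to no filter, 861 were up in *Sox7* (+/−) and 2266 down in *Sox7* (−/−) cells, the shares were 87.3%, 75.9% and 56.6%, 149 were lower in XEN-like cells, 103 higher and 1084 lower in ES cells, and 129 lower in the response. With the deposited table quantile normalized without filter, 1569 were up and 2393 down in *Sox7* (+/−) and 2333 up in *Sox7* (−/−) cells, the last 2 shares were 49.3% and 71.4%, 431 were higher and 370.0 lower in XEN-like cells, 218 higher and 808 lower in ES cells, and 1060 higher and 364 lower in the response.

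With the filter on all arrays, which tests fewer probes, 1268 were down in *Sox7* (+/−) and 1594 in *Sox7* (−/−) cells, the last share was 73.0%, 462 were higher and 468 lower in XEN-like cells, 172 higher and 683 lower in ES cells, and 837 higher and 424 lower in the response. Of the calls 60.1% were then up in *Sox7* (+/−) and 61.4% in *Sox7* (−/−) cells. Without a filter, which tests more probes, the shares were 54.8%, 45.9% and 70.9%, and 3537 were lower in the response. With the slide block the first and last shares were 73.2% and 71.1%. With quantile normalization and the slide block the shares were 72.2%, 45.1% and 70.6%, and 1099 were lower in ES cells. The second share was 45.4% with quantile normalization and 45.8% with the median of probes well above background. With no minimum fold, 3200 had a higher and 3871 a lower response. With 1 array left out the shares lay from 71.2% to 78.5%, from 41.9% to 44.8% and from 73.2% to 75.8%.

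The difference in response of the pluripotency list, −0.08, was −0.35 and past an unadjusted 0.05 with normexp. It was positive and past it with quantile normalization (0.17), spike-in scaling (0.33) and the slide block (0.13), and positive but not past it in the deposited table (0.051). Without the 5 genes below background on every array of a group it was −0.084 and not past it. With 1 array left out it lay from −0.18 to 0.022, and it was positive without *Sox7* (−/−) XEN-like replicate 2. It was past an unadjusted 0.05 without *Sox7* (−/−) ES replicate 2 (−0.08) and without *Sox7* (−/−) XEN-like replicate 3 (−0.07). The difference of the parietal list between XEN-like cells was no longer past the threshold under camera with an estimated correlation (−0.27), with quantile normalization (−0.21) or with spike-in scaling (−0.021), and was 0.15 in the deposited table.

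The difference in response of *Sox17*, −0.06, was 0.028 with normexp, 0.10 with quantile normalization, 0.34 with spike-in scaling, 0.37 in the deposited table with or without filter, 0.033 when that was divided by its 75th percentile, 0.31 with the slide block in it and 0.075 when it was quantile normalized. With 1 array left out it lay from −0.14 to 0.039. The change of *Sparc* in *Sox7* (+/−) cells, 0.47, was −0.018 with spike-in scaling and −0.021 in the deposited table with or without filter and slide block. Its difference in response, −0.08, was 0.069 with normexp, 0.48 with quantile normalization with or without slide block, 0.33 with spike-in scaling, 0.41 in the deposited table with or without filter, 0.076 when that was divided by its 75th percentile, 0.45 with the slide block in it and 0.47 when it was quantile normalized. With 1 array left out it lay from −0.17 to 0.014. The difference of *Pou5f1* between XEN-like cells, 1.37 and not called, was called without *Sox7* (+/−) XEN-like replicate 3 (1.84) and without *Sox7* (−/−) XEN-like replicate 3 (1.71), and also with normexp (1.11), with spike-in scaling (1.62), in the deposited table (1.53), with the filter on all arrays and with an intensity trend, and was 0.91 and not called with the slide block and without *Sox7* (−/−) XEN-like replicate 1; that of *Epcam* was called without *Sox7* (+/−) XEN-like replicate 2 (1.04), with quantile normalization and with spike-in scaling. That of *Dpp4* was called in the deposited table. The rise of *Sox7* itself in *Sox7* (+/−) cells was under 2-fold with spike-in scaling (0.81) and in the deposited table (0.83). The difference in response of *Thbd* was under 2-fold with normexp (0.91), and that of *Fst* over 2-fold with quantile normalization (1.03), with spike-in scaling (1.24) and in the deposited table (1.16). *Syt10* was not called between ES cells with the slide block (3.02), nor *Insrr* between XEN-like cells with only the arrays compared (−3.40). The fall of *Otx2* in *Sox7* (−/−) cells, −8.23, lay from −7.72 to −9.06 with 1 array left out.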

Differences from the paper's values

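The settings described as chosen after seeing the values were not among the alternatives set before the data were examined.

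In *Sox7* (+/−) cells, 2851 probes were up with Dex, and the paper's value is 668. Of 24 alternatives set before the data were examined, the deposited table, with 850, came within 1.5 times of it and the others did not. In both genotypes 2165 probes were up, and the paper's value is 579; the deposited table gave 735 and no other alternative came within 1.5 times. In *Sox7* (+/−) cells only, 686 were up, and the paper's value is 89; the deposited table gave 115 and no other alternative came within 1.5 times.

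In *Sox7* (−/−) cells, 3780 probes were up, and the paper's value is about 1900 in Fig. 6c, read by eye. Normexp background correction (2366), the deposited table (2430), the filter on all arrays (2530) and 1 probe per gene symbol (2766) came within 1.5 times, and the other 20 did not. For probes down in *Sox7* (−/−) cells, 3695 were called, and the paper's value is about 2000 in Fig. 6d, read by eye. The same 4 alternatives came within 1.5 times, with 2259, 2593, 1594 and 2685, and the others did not.

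Down in both genotypes were 2727 probes, and the paper's value is 1644. Normexp background correction (1340), the deposited table (2152) and 1 probe per gene symbol (2009) came within 1.5 times, and the others did not. Down in *Sox7* (−/−) cells only were 968 probes, and the paper's value is about 350 in Fig. 6d, read by eye. Spike-in scaling (480) and the deposited table (441) came within 1.5 times, and the others did not. Of the probes up in *Sox7* (−/−) cells, 42.7% were not up in *Sox7* (+/−) cells, and the paper's value is 69.4%. Normexp background correction (48.6%), spike-in scaling (67.6%) and the deposited table (69.8%) came within 1.5 times, and the others did not.

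A setting chosen after seeing the values, the deposited table without a filter and with 1 probe per systematic name, gave 716 probes up and 2838 down in *Sox7* (+/−) cells, 2025 up and 2091 down in *Sox7* (−/−) cells, 617 up in both, 99 up in *Sox7* (+/−) cells only, 1753 down in both, 338 down in *Sox7* (−/−) cells only and 69.5% for the share. The deposited table without a filter and with all probes, also chosen after seeing the values, gave 859, 3491, 2430 and 2611 for the 4 counts. These are settings under which the values fall near the paper's, not the paper's method.

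The paper lists *Sparc* among the genes up in both genotypes. Its brightest probe was not called, with log2 changes of 0.47 and 0.40, and its other probe was called in both, with 1.43 and 2.32.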

Other observations

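The tests of ES cells left among XEN-like cells and of XEN-like cells in cultures without Dex were chosen only after the results were seen, as were the thresholds that define their probes; the splits of the arrays were not.

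The pluripotency list was higher in *Sox7* (−/−) than in *Sox7* (+/−) XEN-like cells. Undifferentiated ES cells left among the *Sox7* (−/−) XEN-like cells would carry every abundant ES transcript at their share. *Esrrb* kept 2.23% of its *Sox7* (−/−) ES level by its brightest probe. Of 23 ES-specific probes, at least 100-fold lower in *Sox7* (+/−) XEN-like cells and over 10 times the 75th percentile in *Sox7* (+/−) ES cells, 12 lay below that share, and 4 lay below 0.1 of it. The median of the 23 was 0.98%, and the highest was at 29.7%. *Nanog* was at 0.037%, *Fgf4* at 0.066% and *Sox2* at 0.13%, all not well above background. This argues against remaining ES cells as the whole cause of the level of *Esrrb*; the median is only narrowly below the 1.12% that was taken as the limit, and a smaller share of ES cells stays open. A second *Esrrb* probe was not called between XEN-like cells.

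*Gata4*, *Sox17* and *Sparc* had signal without Dex. In *Sox7* (+/−) ES cells they held 34.4%, 18.1% and 72.1% of their XEN-like level, and in *Sox7* (−/−) cells 30.0%, 18.9% and 76.0%. If XEN-like cells in these cultures were the cause, probes specific to XEN-like cells would hold the same share. Such probes were chosen in the *Sox7* (−/−) arrays, at least 100-fold lower in ES cells and over 10 times the 75th percentile in XEN-like cells, and read in the *Sox7* (+/−) arrays. The 3 that met this held between 0.505% and 7.88% of their XEN-like level in *Sox7* (+/−) ES cells, with a median of 4.71%. This argues against it as the whole cause in *Sox7* (+/−) cells, though 3 probes are few. For *Sox7* (−/−) cells, probes chosen in the *Sox7* (+/−) arrays in the same way numbered 1, so those at least 10-fold lower in *Sox7* (+/−) ES cells were taken. Of these 28, with a median of 6.80% of their XEN-like level in *Sox7* (−/−) ES cells, 26 lay below the 18.9% of *Sox17* and 20 below the 9.43% that was taken as the limit, while the highest was at 104%. This argues against XEN-like cells as the whole cause in *Sox7* (−/−) cells too, and a smaller share of such cells stays open in both genotypes. No biological explanation was tested.

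Other splits of the 6 arrays into 3 and 3 were counted for each comparison of 2 groups. In 10 splits 1 had as many called probes as the real one, the real one itself, for the Dex response in *Sox7* (+/−), the Dex response in *Sox7* (−/−) and the XEN-like cells. With 3 arrays against 3 chance cannot be excluded by such a count. The other splits had at most 1 called probe.

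*Sox18* was not well above background in any of the 12 arrays. All 7 tested probes named for *Zscan4* genes were lower in *Sox7* (−/−) ES cells. For 6 the log2 differences were −4.15 to −5.02, and 1 of *Zscan4c*, below background on all 3 *Sox7* (−/−) ES arrays and so not ranked, was at least 20.5-fold lower; those beyond *Zscan4f* and *Zscan4e* were chosen after their values were seen. The endothelial list changed with Dex by a mean of −1.12 in *Sox7* (+/−) and −0.95 in *Sox7* (−/−) cells, with a difference in response of 0.16 (fry rotation test, adjusted p = 0.51). Of its 9 genes, 2 were below background on every array of a group. Without these the means were −0.26 and 0.060 and the difference 0.32, which passed an unadjusted 0.05, so the values of this list depend on the floor.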
